A study of Homo sapiens with 15 samples. Its data were reported in "Large-scale evaluation of the ability of RNA-binding proteins to activate exon inclusion" (2024).

How the data were processed

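TPM values were taken as deposited by the authors, 1 table per knockdown with its 3 libraries and the 3 shNT libraries. Per the labels the libraries were made with a stranded mRNA ligation kit, reads were aligned to GRCh38 with STAR 2.7.6a and genes were counted with featureCounts of Subread. FDR values (p-values adjusted by the authors) were taken as deposited from the rMATS tables of skipped exon events, where the authors computed them with a likelihood-ratio test. Junction counts, inclusion levels and form lengths were also used as deposited by the authors in those tables. The control columns of the 4 TPM tables differed only by a constant factor, and junction counts of shNT were identical in all shared events.

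The coordinates were compared with GENCODE v44 on GRCh38. Of 61008, 55090, 54169 and 54771 exons in the TRNAU1AP, RTCA, SCAF8 and STAU2 tables, at least 99.8% matched an annotated exon exactly. As rounded values, 98.3% to 98.4% were followed by GT and 99.9% preceded by AG. Gene symbols, exon classes and transcript classes come from that annotation. The strand setting of the counting is not stated, so counts of genes with an antisense neighbor may include its reads.

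Expression was tested with limma on log2 of TPM plus 1, with a trended variance prior, for genes with a control mean over 10 TPM. A gene changed when its p-value adjusted by Benjamini and Hochberg was under 0.05. For the RTCA knockdown, changes after median-ratio rescaling are printed. The rescaling was an alternative set before the data were examined, but giving it in place of the deposited scale was decided after the mitochondrial share was seen. Libraries of a group were compared pairwise by chi-square over summed junction counts of genes, and none were duplicates. The shNT library at position 1 stood apart from the other shNT libraries (chi-square per gene 4.68 to 5.29 in the TRNAU1AP table, against 1.97 between the other pair).

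The 28 gene lists were written before the data were examined. They were U1, U2 and tri-snRNP components, SR and SR-like proteins with their kinases, hnRNPs, tissue-type splicing factors, selenoproteins, selenocysteine synthesis, cleavage and polyadenylation, elongation, tRNA ligase and RNA end processing, unfolded protein response, ATF4, NRF2 and p53 targets, decay factors and decay-sensitive transcripts, Staufen and double-stranded RNA binding, interferon, proliferation, cholesterol, ribosomal proteins, aminoacyl-tRNA synthetases, mitochondrial genes, histones, and markers of blood, fibroblast and epithelial cells. Lists were tested with camera of limma at a preset correlation of 0.01, with p adjusted over 104 tests. The same was done with the correlation estimated, with fry, after rescaling and with a replicate block. Only 5 of the 30 histone names, 5 of the 16 fibroblast names and 2 of the 16 epithelial names were tested, and none of the 18 blood names.

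Skipped exon events were called from the deposited tables at an FDR under 0.05, an inclusion level difference over 0.05 and at least 150 junction reads over the 6 libraries. Shares of lower inclusion were tested with exact binomial tests and compared with Fisher's exact tests, both on 1 event per gene. Splicing factor genes were those of the U1, U2, tri-snRNP, SR, hnRNP and tissue-type lists.

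A second test of exons used limma on log ratios of inclusion to skipping counts, with 0.5 added to each count and binomial weights. This test departs from its first design. As designed, with no limit on inclusion and 1 variance prior, it found at most 4.48% of simulated changes of 0.2 in inclusion level. In total 9 versions of the variance prior were compared on simulated counts, in 2 rounds. The first round chose limits of 5% and 95% on mean inclusion, after real counts of the designed version and of the limits had been seen. The second round was prompted by implausibly small p-values of deep events in the real data, and chose on simulated data only a prior that follows the binomial weight. Both versions that were given up are in the sensitivity part.

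Tested on simulated data with 67 changed events per size, the exon test found 2.99%, 0%, 1.49% and 1.49% of changes of 0.1, 55.2%, 34.3%, 40.3% and 49.3% of changes of 0.2 and 82.1%, 77.6%, 86.6% and 86.6% of changes of 0.3 in the TRNAU1AP, RTCA, SCAF8 and STAU2 designs. Of its calls, 6 of 100, 2 of 77, 2 of 88 and 2 of 94 were unchanged events. Among unchanged events above 2000 reads, 9.27%, 9.52%, 8.2% and 7.82% had p under 0.05, so p-values of deep events are too small. The expression test was checked in the same way and found 54%, 56%, 56% and 52% of genes changed 1.2 times and at least 94% of those changed 1.5 times. Unchanged genes were 8 of 185, 5 of 180, 6 of 181 and 10 of 186 of its calls.

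Replicate numbers come from the labels. Correlations between residuals of libraries with the same number were 0.21, 0.17 and 0.26 for shSCAF8 and shNT and had no such pattern in the other knockdowns, so the paired result was checked for SCAF8: with a replicate block 5259 genes changed, against 4912 without. The junction tables give library positions without replicate numbers.

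Named genes were the 4 targets in every comparison, PRPF39 and HNRNPA2B1, the 6 largest changes in each direction among genes that passed with no overlap of libraries and a larger group mean of at least 10 TPM, and up to 4 members per list by lowest p. Named exons were the PRPF39 and HNRNPA2B1 events, the 6 largest differences in each direction among called events with at least 10 reads in each library and no overlap, and up to 4 called exons per list. The text gives examples from these. Some named genes and exons are not reported here.

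Exon features were compared by permutation (100000 draws, smallest p 1e-05) and intervals by bootstrap (10000 draws). Overlap under shared controls was simulated 20 times, and as 0 events were called in every run it gives no value to compare with. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Precision is that of 3 libraries per group and of TPM, which keeps no depth.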

Results

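The series followed polyadenylated RNA of HEK293T cells in which lentiviral short hairpins lowered 1 of 4 RNA-binding proteins. TRNAU1AP takes part in selenocysteine incorporation, and RTCA is an RNA 3'-phosphate cyclase. SCAF8 affects elongation and the choice of poly(A) site, and STAU2 is a double-stranded RNA-binding protein of mRNA transport. Each of the 4 knockdowns and the non-targeting control shNT had 3 libraries, 15 in all, and the 3 shNT libraries served as the control of all 4 comparisons. Expression was deposited as TPM, which keeps no depth, and splicing as junction counts of skipped exon events. Summed over all events listed for a comparison, the counts were between 11464689 and 20609767 per library. These sums depend on the events listed. The shNT library at position 3 had 20609767 in the TRNAU1AP comparison and 17575565 in the STAU2 comparison. Genes with a mean above 10 TPM in shNT were tested, 9662 or 9663 per knockdown, with limma on log2 TPM. Values are means ± SD over the 3 libraries of a group, changes are log2 differences from shNT, and p-values of genes are adjusted over all tested genes unless said otherwise. The labels number the libraries of a group without stating separate cultures, while the study speaks of replicate transductions and of replicates that were expanded until each was dense enough. P-values of the limma tests on single genes and exons therefore measure the spread between such cultures of 1 cell line. The exact binomial, Fisher's exact and permutation tests take genes or exons as units, so their p-values hold no spread between cultures. Mitochondrial genes held 30.8% to 31.5% of TPM in the shRTCA libraries and 19.3% to 21.6% in every other library.

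Each target fell in its own knockdown. TRNAU1AP (ENSG00000180098, chr1 28553085–28578545, + strand) fell from 31.4 ± 2.09 to 9.82 ± 0.247 TPM (log2 change −1.58, adjusted p = 2.77e-07). RTCA (ENSG00000137996, chr1 100266216–100292769, + strand) fell from 74.4 ± 6.47 to 15.4 ± 0.491 TPM (−2.20, adjusted p = 4.67e-08). SCAF8 (ENSG00000213079, chr6 154733378–154834244, + strand) fell from 52.975 ± 0.503 to 18.6 ± 0.353 TPM (−1.46, adjusted p = 2.99e-07). STAU2 (ENSG00000040341, chr8 73420369–73747708, − strand) fell from 17.4 ± 0.912 to 4.25 ± 0.104 TPM (−1.81, adjusted p = 3.37e-07). All positions are on GRCh38. The labels name 1 hairpin group per gene, so an effect of the hairpin cannot be separated from the loss of its target.

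**Figure D1:**
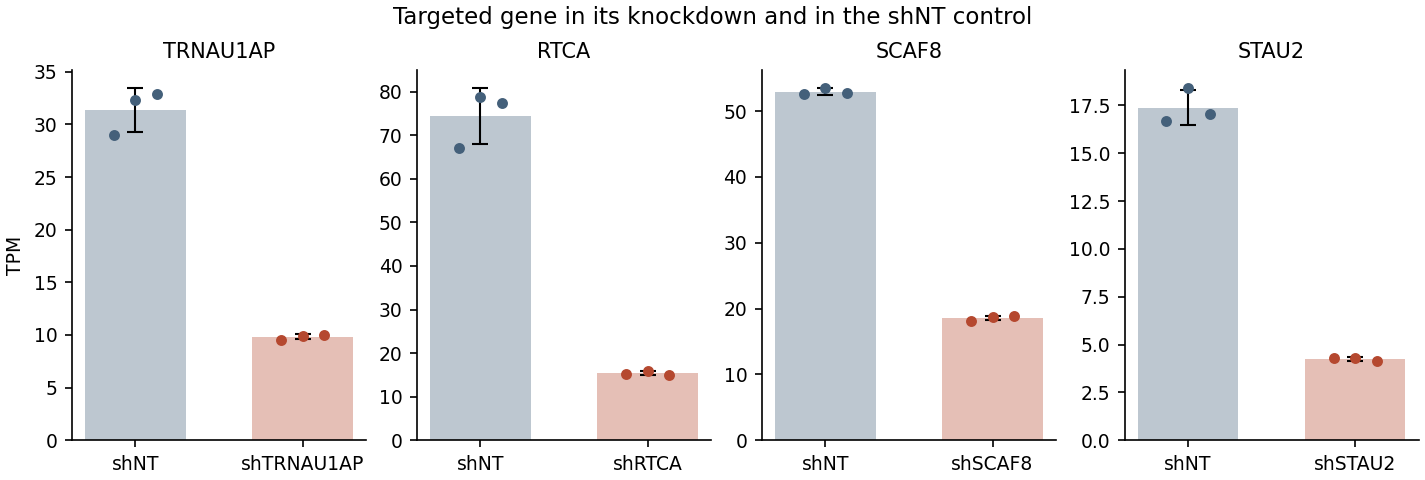
TPM of each targeted gene in its own knockdown and in shNT, with bars for the mean, error bars for the SD and points for the 3 libraries. TRNAU1AP fell to 9.82, RTCA to 15.4, SCAF8 to 18.6 and STAU2 to 4.25 TPM.

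The first comparison asked which exons and genes changed when TRNAU1AP was lowered. A 100 nt exon of PRPF39 (ENSG00000185246), a U1-associated splicing factor, at chr14 45109894–45109993 (+ strand) fell from 36.5 ± 5.30% to 5.57 ± 1.97% inclusion (n = 3 and 3, limma adjusted p = 6.44e-22). The exon is annotated only as untranslated sequence, in 3 transcripts that are all classed as targets of nonsense-mediated decay. PRPF39 itself (chr14 45084107–45116282) rose from 46.1 ± 3.62 to 117 ± 5.06 TPM (1.33, adjusted p = 6.53e-07). A 36 nt coding exon of HNRNPA2B1 (ENSG00000122566), which separates the A2 and B1 forms of this hnRNP, at chr7 26197831–26197866 (− strand) fell from 28.0 ± 0.651% to 10.8 ± 0.656%. HNRNPA2B1 RNA stood at 879 ± 32.6 against 782 ± 105 TPM (0.18, adjusted p = 0.112). The sequence of the PRPF39 exon is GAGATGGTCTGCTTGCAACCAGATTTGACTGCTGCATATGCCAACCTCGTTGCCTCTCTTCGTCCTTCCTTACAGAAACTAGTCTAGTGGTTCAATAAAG, followed by the 5' splice site AAGGTGCTG. That of the HNRNPA2B1 exon is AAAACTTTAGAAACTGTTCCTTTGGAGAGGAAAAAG, followed by AAGGTACTC.

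**Figure D2:**
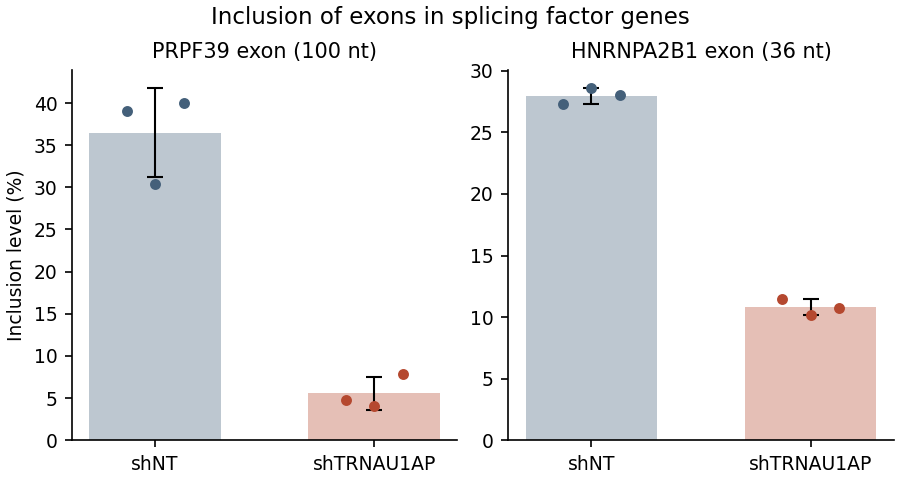
Inclusion level in percent of the 100 nt PRPF39 exon (left) and the 36 nt HNRNPA2B1 exon (right) in shTRNAU1AP and shNT libraries, with bars for the mean, error bars for the SD and points for the 3 libraries. Inclusion fell to 5.57% and 10.8%.

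Exons of other genes lost inclusion as well. The 51 nt exon 15 of PHF14, a chromatin reader, at chr7 11061791–11061841 fell from 94.7 ± 0.656% to 44.8 ± 0.643% (adjusted p = 4.37e-16). An exon of CRYZ, a quinone oxidoreductase, at chr1 74707103–74707204 fell from 89.5 ± 5.49% to 45.9 ± 1.23% (adjusted p = 9.8e-13). An exon of PARPBP at chr12 102175483–102175666 fell from 81.7 ± 5.59% to 33.6 ± 4.73% (adjusted p = 2.36e-05). The branch point factor SF1 lost inclusion of an exon at chr11 64765951–64766155, from 82.2 ± 4.57% to 50.2 ± 9.20% (adjusted p = 0.00276). The selenoprotein gene GPX4 lost inclusion of an exon at chr19 1106181–1106266, from 91.6 ± 1.48% to 81.6 ± 1.41%. Among exons that gained inclusion, one of the helicase gene MOV10 at chr1 112686966–112687106 rose from 11.3 ± 6.06% to 48.3 ± 5.47% (adjusted p = 3.82e-08). One of the U2AF-related factor PUF60 at chr8 143820666–143820716 rose from 59.9 ± 3.65% to 75.6 ± 3.36%. One of TRNAU1AP itself at chr1 28561113–28561260 rose from 7.90 ± 3.27% to 21.03 ± 5.63% (adjusted p = 0.000957).

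In the authors' deposited table, 777 skipped exon events had an FDR under 0.05, an inclusion difference over 0.05 and at least 150 junction reads, 695 with lower and 82 with higher inclusion after TRNAU1AP knockdown. Counting 1 event per gene, 513 of 582 genes (88.1%, 95% interval 85.2 to 90.7) had lower inclusion by the authors' deposited table (exact binomial p = 7.7e-85). A test over the libraries, made with limma on log ratios of the inclusion and skipping counts, found 906 events lower and 139 higher of 10670 tested. Its total of 1045 fell to 644 without the shNT library at position 2 and to 521 without that at position 3. With all libraries it passed 606 of the 724 events it could test among those called from the authors' deposited table. Of the 666 exons with lower inclusion by the authors' deposited table, 594 were coding, 370 of these coding exons had a length that was not a multiple of 3, and the median length of all was 103 nt. Genes for splicing factors had called events by the authors' deposited table in 16 of 120 cases against 566 of 8747 other genes (Fisher's exact odds ratio 2.22, adjusted p = 0.0154). Among genes with more junction reads than the median gene this did not pass by the authors' deposited table (odds ratio 1.58, Fisher's exact adjusted p = 0.206).

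**Figure D3:**
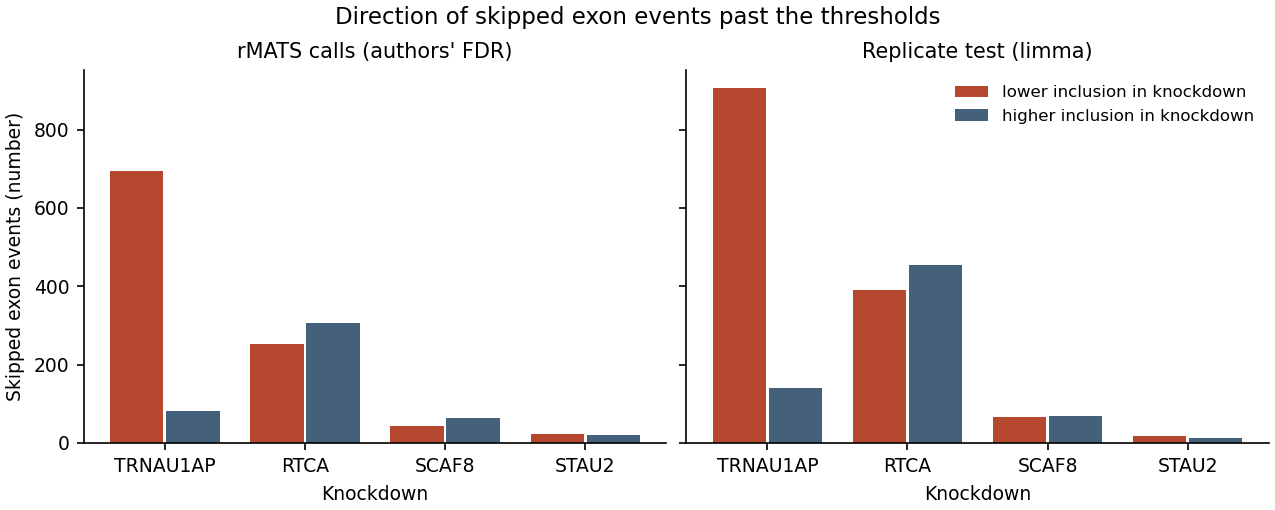
Number of skipped exon events with higher and lower inclusion in each knockdown, by the thresholds on the authors' deposited tables (left) and by the test over the libraries (right). After TRNAU1AP knockdown 695 events were lower and 82 higher by the deposited tables, against 253 and 305 after RTCA knockdown.

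Of 9662 tested genes, 3619 rose and 3088 fell after TRNAU1AP knockdown, a balance that turned to 3353 and 3394 with median-ratio rescaling. The largest falls were those of MTPN, which encodes the actin regulator myotrophin (chr7 135926760–135977359), from 279.7 ± 5.08 to 37.3 ± 1.62 TPM (−2.87, adjusted p = 4.4e-09), and ANKRD46 (26.4 ± 1.96 to 3.15 ± 0.268 TPM). NID1, a basement membrane protein (chr1 235975830–236065109), fell from 118 ± 10.4 to 18.1 ± 1.79 TPM (−2.64, adjusted p = 1.56e-07), and the fatty acid elongase gene ELOVL2 from 40.1 ± 0.973 to 6.57 ± 0.579 TPM (−2.44, adjusted p = 8.04e-08). The largest rises were those of KRTAP19-1 (chr21 30479706–30480367), from 17.0 ± 2.55 to 181 ± 7.04 TPM (3.35, adjusted p = 8.04e-08), and of the linker histone gene H1-2 (chr6 26055740–26056470), from 119.9 ± 6.87 to 888 ± 24.2 TPM (2.88, adjusted p = 5.09e-09). The early response gene ARC rose from 10.8 ± 0.861 to 42.5 ± 4.76 TPM (1.87, adjusted p = 5.33e-07). STAU2 fell in this knockdown as well, to 14.7 ± 0.294 TPM (−0.22, adjusted p = 0.0047), while RTCA (0.13, adjusted p = 0.0897) and SCAF8 (−0.04, adjusted p = 0.502) did not pass.

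Of the 28 gene lists, 26 held enough tested genes for a test in each knockdown. The tri-snRNP, elongation, decay-sensitive and histone lists rose after TRNAU1AP knockdown, by limma's camera test with its preset correlation between genes. Of 24 tri-snRNP genes, 16 rose and 3 fell (adjusted p = 0.0246 with the preset correlation, adjusted p = 0.922 with an estimated correlation). PRPF3 rose from 63.6 ± 3.36 to 105 ± 3.198 TPM and SNRNP27 from 61.7 ± 5.99 to 111 ± 3.4003 TPM, whereas SNRPD3 fell from 348 ± 29.5 to 155 ± 12.8 TPM. Of 24 elongation genes, 18 rose and 2 fell, or 18 and 3 when adjusted over the list alone (adjusted p = 0.0128 preset, adjusted p = 0.922 with an estimated correlation). HEXIM1, an inhibitor of P-TEFb, rose from 73.4 ± 6.28 to 132 ± 13.05 TPM. Of 22 transcripts sensitive to nonsense-mediated decay, 14 rose and 2 fell (adjusted p = 0.00254 preset, adjusted p = 0.702 with an estimated correlation). SNHG1 went from 139 ± 5.55 to 296 ± 20.7 TPM, SNHG15 from 59.6 ± 4.21 to 128 ± 0.589 TPM and GADD45B from 30.5 ± 4.08 to 105 ± 12.5 TPM. All 5 tested histone genes rose, with a median change of 1.86 (adjusted p = 0.000584 preset, adjusted p = 0.745 with an estimated correlation). Of 10 other tested RNAs without a poly(A) tail, such as small nuclear RNAs, 7 rose and 1 fell (median 0.96).

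The ribosomal protein, cholesterol, p53 target and fibroblast marker lists fell in the same cells. Of 30 ribosomal protein genes none rose and 24 fell (adjusted p = 9.84e-05 preset, adjusted p = 0.922 with an estimated correlation), such as RPL3, from 1641 ± 58.3 to 974 ± 59.1 TPM. Of 23 cholesterol genes 2 rose and 13 fell (adjusted p = 0.0289 preset, adjusted p = 0.922 with an estimated correlation), with STARD4, a sterol carrier, going from 21.4 ± 1.35 to 9.72 ± 0.915 TPM. Of 18 p53 target genes 1 rose and 10 fell (adjusted p = 0.00977 preset, adjusted p = 0.922 with an estimated correlation), with PHLDA3 going from 19.8 ± 1.98 to 6.54 ± 0.285 TPM. Of the 5 tested fibroblast markers 4 fell (median −0.99, adjusted p = 0.0353 preset, adjusted p = 0.922 with an estimated correlation). COL6A2 fell from 45.3 ± 2.14 to 14.0 ± 1.61 TPM, and both tested epithelial keratins, KRT8 and KRT18, fell.

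The other lists did not pass in the TRNAU1AP knockdown. Among selenoproteins 8 rose and 4 fell of 18 (adjusted p = 0.797), with SELENON falling from 127 ± 9.74 to 71.9 ± 1.92 TPM. Among genes of selenocysteine synthesis, which include TRNAU1AP itself, 1 rose and 7 fell of 9 (adjusted p = 0.0502), with SEPHS2, which makes selenophosphate, falling from 270.3 ± 11.5 to 161 ± 5.55 TPM. Of the nonsense-mediated decay factors 15 rose and 3 fell of 22 (adjusted p = 0.071). SMG9 went from 19.5 ± 1.04 to 46.0 ± 2.69 TPM and the helicase UPF1 from 68.9 ± 1.66 to 129 ± 7.54 TPM. Higher and lower counts were 10 and 4 of 18 for U1 (adjusted p = 0.342), 10 and 1 of 20 for U2 (0.0594, or 9 and 1 adjusted over the list alone). They were 12 and 1 of 23 for SR proteins and kinases (0.0502, or 11 and 0 adjusted over the list alone), and 4 and 4 of 26 for hnRNPs (0.991), whose median was negative and mean positive. They were 5 and 5 of 15 for tissue-type splicing factors (0.969, or 6 and 5 adjusted over the list alone), 9 and 4 of 25 for cleavage and polyadenylation (0.647) and 7 and 5 of 18 for tRNA ligase and RNA end processing (0.785). The counts were 8 and 6 of 24 for the unfolded protein response (0.969), 7 and 13 of 23 for ATF4 targets (0.166) and 3 and 9 of 19 for NRF2 targets (0.139). Staufen and other double-stranded RNA genes had 9 and 3 of 15 (0.227), interferon genes 0 and 4 of 6 (0.205), proliferation 11 and 10 of 26 (0.658), aminoacyl-tRNA synthetases 2 and 7 of 23 (0.23) and mitochondrial genes 1 and 1 of 13 (0.969, or 0 and 0 adjusted over the list alone). No blood marker was tested in any knockdown.

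The RTCA comparison asked the same of the cyclase. Because the median tested gene shifted by −0.118 in the deposited TPM, log2 changes, gene counts and gene p-values of this knockdown are given after median-ratio rescaling, while TPM and list tests are as deposited. The change of RTCA was −2.08 after the rescaling (adjusted p = 1.03e-07). PSAT1, an enzyme of serine synthesis (chr9 78297125–78330093), fell from 546 ± 10.7 to 52.4 ± 1.31 TPM (−3.23, adjusted p = 6.77e-09). The carbonic anhydrase gene CA2 (chr8 85463968–85481493) fell from 547 ± 13.9 to 86.8 ± 2.43 TPM (−2.52, adjusted p = 2.1e-08) and the complex I subunit NDUFS5 from 964 ± 55.7 to 168 ± 7.71 TPM (−2.39, adjusted p = 5.22e-08). The secreted semaphorin SEMA3C rose from 11.7 ± 1.05 to 52.2 ± 1.16 TPM (2.18, adjusted p = 8.71e-08). The acid sphingomyelinase gene SMPD1 rose from 15.3 ± 1.16 to 62.0 ± 1.24 TPM (2.07, adjusted p = 1.49e-07) and the mitochondrial tRNA gene MT-TN from 439.9 ± 143 to 1686 ± 167 TPM (2.11). In total 3702 genes rose and 3710 fell after the rescaling, against 2650 and 4736 as deposited, of 9662 tested. TRNAU1AP (0.27, adjusted p = 0.000681) and SCAF8 (0.23, adjusted p = 0.000251) rose, STAU2 fell (−0.12, adjusted p = 0.0424), and PRPF39, at 50.8 ± 0.642 TPM, rose by 0.26 (adjusted p = 0.00117).

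Of 23 ATF4 targets 2 rose and 20 fell (adjusted p = 0.000182 preset, adjusted p = 0.922 with an estimated correlation), with a rescaled median of −1.32. They included the asparagine synthetase gene ASNS, which went from 192 ± 12.9 to 33.3 ± 0.708 TPM, the folate enzyme MTHFD2, from 179.9 ± 4.45 to 61.5 ± 1.25 TPM, and ATF4 itself, from 1343 ± 130.1 to 493 ± 7.90 TPM. Of 23 aminoacyl-tRNA synthetases 1 rose and 18 fell (adjusted p = 0.000583 preset, adjusted p = 0.745 with an estimated correlation), GARS1 from 249 ± 5.79 to 104 ± 2.19 TPM. As deposited 1 synthetase gene rose and 21 fell, or 1 and 22 adjusted over the list alone. Of 18 p53 targets 16 rose and 1 fell (adjusted p = 2.95e-05 preset, adjusted p = 0.702 with an estimated correlation). The cell cycle inhibitor gene CDKN1A went from 73.7 ± 8.33 to 192 ± 7.64 TPM and BTG2 from 22.8 ± 1.56 to 62.0 ± 0.376 TPM. Of 26 proliferation genes 1 rose and 20 fell (adjusted p = 0.000584 preset, adjusted p = 0.922 with an estimated correlation), including the replication helicase gene MCM2, from 307 to 159 TPM. All 13 mitochondrial genes rose (adjusted p = 1.04e-05 preset, adjusted p = 0.922 with an estimated correlation), MT-ND1 from 6691 ± 615 to 13093 ± 77.3 TPM. With quantile normalization MT-ND2 turned to −0.18. All 5 histone genes rose as well (rescaled median 1.23, adjusted p = 0.000584 preset, adjusted p = 0.702 with an estimated correlation), and as deposited so did 5 of 9 other RNAs without a poly(A) tail (median 0.82).

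The hnRNP, tri-snRNP and ribosomal protein lists fell after RTCA knockdown. Of 26 hnRNP genes 2 rose and 19 fell (adjusted p = 0.0067 preset, adjusted p = 0.922 with an estimated correlation). HNRNPM went from 342 ± 18.7 to 132 ± 4.43 TPM and HNRNPA1 from 1295 ± 59.96 to 725 ± 8.81 TPM, while HNRNPA2B1 changed by −0.22 (adjusted p = 0.0311). The change of HNRNPA2B1 turned to 0.0127 with quantile normalization. It did not pass with mitochondrial genes left out and TPM rescaled (−0.13, adjusted p = 0.158). Of 24 tri-snRNP genes 3 rose and 15 fell (adjusted p = 0.0162 preset, adjusted p = 0.922 with an estimated correlation), PRPF31 from 100.4 ± 7.21 to 48.9 ± 1.77 TPM. Of 30 ribosomal protein genes 2 rose and 21 fell (adjusted p = 0.00176 preset, adjusted p = 0.702 with an estimated correlation), RPL32 from 1026 ± 20.4 to 206 ± 1.36 TPM. Tests on rescaled TPM called the same lists, and also NRF2 targets (adjusted p = 0.0263 against 0.0691 as deposited) and cholesterol genes (0.0289 against 0.0502), each with adjusted p = 0.922 with an estimated correlation on deposited TPM.

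The remaining lists did not pass on deposited TPM, and their rescaled counts of higher and lower genes are given with the p of the test. They were 6 and 11 of 18 for U1 (adjusted p = 0.582), 3 and 13 of 20 for U2 (0.0668) and 8 and 10 of 23 for SR proteins and kinases (0.785). They were 2 and 9 of 15 for tissue-type splicing factors (0.165), 6 and 10 of 18 for selenoproteins (0.438) and 4 and 3 of 9 for selenocysteine synthesis (0.728). Cleavage and polyadenylation had 12 and 8 of 25 (0.991), elongation 13 and 6 of 24 (0.601) and tRNA ligase and RNA end processing 7 and 7 of 18 (0.658). The unfolded protein response had 11 and 8 of 24 (0.601) and NRF2 targets 4 and 15 of 19. In the tRNA ligase list RTRAF, a subunit of the ligase complex, fell from 70.2 ± 4.05 to 32.7 ± 0.810 TPM. In the unfolded protein response list the transcription factor XBP1 fell from 235 ± 7.07 to 86.0 ± 1.63 TPM. Nonsense-mediated decay factors had 10 and 6 of 22 (0.785), sensitive transcripts 9 and 10 of 22 (0.854), Staufen and other double-stranded RNA genes 4 and 9 of 15 (0.397). Interferon genes had 4 and 2 of 6 (0.272), cholesterol genes 4 and 17 of 23 and fibroblast markers 1 and 3 of 5 (0.601), and both tested epithelial keratins fell. For cleavage, elongation, the unfolded protein response and nonsense-mediated decay factors the deposited median and mean were negative and the test positive, and for selenocysteine synthesis only the median was negative.

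Among exons, one of USP33, a deubiquitinase, at chr1 77746399–77746556 rose from 3.93 ± 1.10% to 64.5 ± 3.50% inclusion after RTCA knockdown (adjusted p = 1.86e-18). A 70 nt exon of the U1-associated LUC7L at chr16 228333–228402 (− strand) rose from 20.8 ± 6.75% to 76.4 ± 1.33% (adjusted p = 2.81e-19). Exons of HNRNPR (chr1 23340852–23341020) and RBM5 (chr3 50104248–50104308) rose from 34.8 ± 0.608% to 54.4 ± 1.48% and from 73.9 ± 7.23% to 94.7 ± 1.07% (adjusted p = 2.62e-09). An exon of KRIT1, a vascular scaffold protein, at chr7 92244002–92244149 fell from 71.3 ± 8.94% to 23.2 ± 9.29% (adjusted p = 2.35e-09). One of the poly(A) polymerase gene PAPOLA at chr14 96560649–96560711 fell from 67.5 ± 3.15% to 41.1 ± 3.07% (adjusted p = 1.84e-07). Called by the authors' deposited table were 558 events, 305 with higher and 253 with lower inclusion. Counting 1 event per gene, 203 of 435 genes (46.7%) were lower by the authors' deposited table (exact binomial p = 0.179). The test over the libraries found 453 events higher and 389 lower of 9322, but 282 and 238 without the shRTCA library at position 1. Splicing factor genes were over-represented by the authors' deposited table, 15 of 117 against 420 of 8663 (Fisher's exact odds ratio 2.89, adjusted p = 0.00252), also among genes with more junction reads than the median gene (2.35, adjusted p = 0.0204).

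The SCAF8 comparison asked what followed loss of the elongation factor. PRKAR1A, a regulatory subunit of protein kinase A (chr17 68511780–68551319), fell from 92.5 ± 3.04 to 20.1 ± 0.513 TPM (−2.15, adjusted p = 7.48e-08). The vesicle SNARE gene VAMP3 fell from 134 ± 8.52 to 32.4 ± 1.86 TPM (−2.01, adjusted p = 7.56e-07). The actin capping gene CAPZB fell from 150.3 ± 2.48 to 43.0 ± 0.592 TPM (−1.78, adjusted p = 7.48e-08). The metallothionein MT1X (chr16 56682470–56684196) rose from 10.5 ± 0.721 to 28.2 ± 1.15 TPM (1.34, adjusted p = 3.68e-06) and the synaptic vesicle gene SYP from 21.004 ± 0.470 to 51.5 ± 1.04 TPM (1.26, adjusted p = 8.73e-07). Of 9663 tested genes 2605 rose and 2307 fell, a balance that turned to 2462 and 2556 with median-ratio rescaling. TRNAU1AP (0.16, adjusted p = 0.0337) and RTCA (0.19, adjusted p = 0.0358) rose, STAU2 fell (−0.16, adjusted p = 0.0301), and PRPF39 did not pass (0.04, adjusted p = 0.594).

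Of 24 genes of the unfolded protein response 1 rose and 14 fell after SCAF8 knockdown (adjusted p = 0.000584 preset, adjusted p = 0.922 with an estimated correlation). MANF fell from 159 ± 3.10 to 105 ± 5.81 TPM and XBP1 from 235 ± 7.07 to 182 ± 6.97 TPM. Of 18 p53 targets 3 rose and 11 fell (adjusted p = 0.0287 preset, adjusted p = 0.922 with an estimated correlation), the nuclease gene AEN from 62.7 ± 1.79 to 35.0 ± 1.13 TPM. Of 26 hnRNP genes 12 fell, or 11 adjusted over the list alone (adjusted p = 0.0449 preset, adjusted p = 0.922 with an estimated correlation), with HNRNPA1 at 1050.3 ± 33.0 against 1295 ± 59.96 TPM. Of 30 ribosomal protein genes 9 fell, or 7 adjusted over the list alone (adjusted p = 0.0079 preset, adjusted p = 0.922 with an estimated correlation), RPL35 from 1907 ± 57.7 to 1276 ± 69.4 TPM. All 5 histone genes rose (median 0.57, adjusted p = 0.00367 preset, adjusted p = 0.745 with an estimated correlation), H2BC11 from 18.4 ± 1.80 to 41.8 ± 1.85 TPM, and 2 of 9 other RNAs without a poly(A) tail rose (median 0.23).

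No other list passed after SCAF8 knockdown. Higher and lower genes were 7 and 4 of 25 for cleavage and polyadenylation (adjusted p = 0.785), 2 and 3 of 24 for elongation (0.44, or 1 and 1 adjusted over the list alone) and 2 and 3 of 18 for U1 (0.86). They were 3 and 5 of 20 for U2 (0.601), 0 and 8 of 24 for the tri-snRNP (0.115, or 0 and 7 adjusted over the list alone) and 4 and 4 of 23 for SR proteins and kinases (0.797). Among tissue-type splicing factors 3 rose and 2 fell of 15 (0.508), MBNL3 from 12.9 ± 0.766 to 4.93 ± 0.0548 TPM and MBNL1 from 32.3 ± 1.32 to 17.96 ± 0.663 TPM. Selenoproteins had 4 and 7 of 18 (0.532, or 5 and 7 adjusted over the list alone), selenocysteine synthesis 2 and 0 of 9 (0.508, or 1 and 0) and tRNA ligase and RNA end processing 4 and 5 of 18 (0.373, or 4 and 6). ATF4 targets had 9 and 2 of 23 (0.115), NRF2 targets 5 and 4 of 19 (0.939, or 4 and 4), nonsense-mediated decay factors 5 and 7 of 22 (0.601) and sensitive transcripts 8 and 3 of 22 (0.609). Staufen and other double-stranded RNA genes had 3 and 6 of 15 (0.609), interferon genes 4 and 1 of 6 (0.111, or 5 and 1 adjusted over the list alone), proliferation 10 and 4 of 26 (0.364, or 12 and 4). Cholesterol genes had 1 and 9 of 23 (0.111, or 1 and 8), aminoacyl-tRNA synthetases 1 and 9 of 23 (0.0999), mitochondrial genes 1 and 1 of 13 (0.987) and fibroblast markers 1 and 3 of 5 (0.508), and both epithelial keratins rose. FAM98A of the tRNA ligase list fell from 65.2 ± 5.50 to 27.7 ± 0.935 TPM, and CCND1, which encodes cyclin D1, from 16.8 ± 0.364 to 6.17 ± 0.154 TPM. Median, mean and test differed in sign for cleavage (only the mean negative), NRF2 targets and Staufen genes (only the median positive) and mitochondrial genes (only the mean positive).

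A 27 nt exon of ACOT9, an acyl-CoA thioesterase, at chrX 23734341–23734367 fell from 67.9 ± 6.995% to 31.9 ± 3.002% after SCAF8 knockdown (adjusted p = 3.82e-09). An untranslated exon of the kinase gene FYN at chr6 111846589–111846629 fell from 86.2 ± 5.34% to 50.5 ± 1.27% (adjusted p = 2.85e-11) and an exon of MTA1 at chr14 105466707–105466742 from 72.4 ± 4.65% to 43.2 ± 6.18% (adjusted p = 7.16e-12). An exon of SSBP3 (chr1 54258069–54258149) rose from 53.7 ± 5.95% to 83.8 ± 6.79% (adjusted p = 2.89e-08). The authors' deposited table gave 107 events, 63 higher and 44 lower. In the authors' deposited table the lower ones were 38 of 92 genes (41.3%) when 1 event per gene was counted (exact binomial p = 0.117). The test over the libraries found 69 events higher and 67 lower of 9085, but leaving out an shSCAF8 library gave 61, 70 or 81 events with more lower than higher. Splicing factor genes with called events by the authors' deposited table were 3 of 118 against 89 of 8708 (Fisher's exact adjusted p = 0.167).

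The STAU2 comparison asked which RNAs changed without this transport protein. RRM2B, a ribonucleotide reductase subunit (chr8 102204502–102238961), fell from 29.6 ± 2.15 to 5.97 ± 0.175 TPM (−2.13, adjusted p = 2.12e-07). The H2A.Z chaperone gene ANP32E (chr1 150218417–150236156) fell from 274 ± 32.1 to 78.4 ± 3.27 TPM (−1.79, adjusted p = 1.59e-06) and the ubiquitin-conjugating enzyme gene UBE2Q1 from 130.1 ± 4.99 to 40.7 ± 1.21 TPM (−1.65, adjusted p = 2.12e-07). The lipid transport gene APOE (chr19 44905791–44909393) rose from 22.4 ± 1.86 to 59.5 ± 3.36 TPM (1.37, adjusted p = 2.63e-06) and LGALS3BP from 28.4 ± 2.38 to 62.4 ± 0.240 TPM (1.11, adjusted p = 3.71e-06). Of 9663 tested genes 1256 rose and 1724 fell, a balance that turned to 1565 and 1452 with quantile normalization. The paralog STAU1 fell from 158 ± 3.59 to 146 ± 2.998 TPM (−0.12, adjusted p = 0.0477). TRNAU1AP (0.05, adjusted p = 0.495), RTCA (−0.09, adjusted p = 0.289), SCAF8 (0.11, adjusted p = 0.0799) and PRPF39 (0.01, adjusted p = 0.957) did not pass.

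Cholesterol genes were the only list called after STAU2 knockdown: none rose and 18 fell of 23, or 19 adjusted over the list alone (median −0.23, adjusted p = 1.38e-05 preset, adjusted p = 0.922 with an estimated correlation). LSS, which encodes lanosterol synthase, fell from 57.1 ± 1.75 to 33.7 ± 0.341 TPM (−0.74, adjusted p = 4.8e-06), SQLE from 165 ± 15.4 to 105 ± 2.34 TPM. HMGCS1 fell from 75.7 ± 9.09 to 47.8 ± 0.658 TPM and INSIG1 from 223 ± 20.1 to 159.8 ± 4.31 TPM. Outside that list the glutathione synthesis gene GCLM fell from 31.7 ± 2.97 to 12.7 ± 0.665 TPM, the splicing regulator TRA2A from 145 ± 14.2 to 84.1 ± 3.60 TPM and the mitotic kinase gene AURKA from 140.5 ± 9.496 to 85.9 ± 1.83 TPM. BTG2 rose from 22.8 ± 1.56 to 42.7 ± 2.16 TPM and interferon-induced IFI6 from 48.4 ± 1.66 to 80.1 ± 4.06 TPM.

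Higher and lower genes of the other lists were 0 and 2 of 18 for U1 (adjusted p = 0.969, or 0 and 0 adjusted over the list alone), 0 and 2 of 20 for U2 (0.648). They were 0 and 3 of 24 for the tri-snRNP (0.764, or 0 and 1), 4 and 2 of 23 for SR proteins and kinases (0.585), 2 and 1 of 26 for hnRNPs (0.658) and 0 and 2 of 15 for tissue-type splicing factors (0.658, or 0 and 1). Selenoproteins had 4 and 2 of 18 (0.44), selenocysteine synthesis 0 and 0 of 9 (0.869), cleavage and polyadenylation 1 and 1 of 25 (0.88, or 0 and 1 adjusted over the list alone). Elongation genes had 1 and 7 of 24 (0.212), tRNA ligase and RNA end processing 1 and 1 of 18 (0.532), the unfolded protein response 0 and 2 of 24 (0.689, or 0 and 0), ATF4 targets 0 and 6 of 23 (0.0999) and NRF2 targets 4 and 6 of 19 (0.578, or 4 and 8). Nonsense-mediated decay factors had 1 and 4 of 22 (0.969, or 1 and 3 adjusted over the list alone), sensitive transcripts 6 and 4 of 22 (0.0999, or 9 and 4). Staufen and other double-stranded RNA genes had 0 and 2 of 15 (0.583, or 0 and 1), interferon genes 2 and 0 of 6 (0.648, or 2 and 2), p53 targets 8 and 5 of 18 (0.0999, or 9 and 5) and proliferation 3 and 8 of 26 (0.101, or 3 and 9). Ribosomal protein genes had 0 and 1 of 30 (0.879, or 0 and 0 adjusted over the list alone), aminoacyl-tRNA synthetases 1 and 6 of 23 (0.122). Mitochondrial genes had 2 and 0 of 13 (0.369, or 0 and 0), histones 0 and 2 of 5 (0.238), fibroblast markers 3 and 0 of 5 (0.0902) and epithelial keratins 1 and 0 of 2. Signs of median, mean and test differed for U2, SR and cleavage genes and p53 targets (only the mean negative), hnRNP and interferon genes (only the median negative), and nonsense-mediated decay factors and ribosomal genes (only the test positive).

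**Figure D4:**
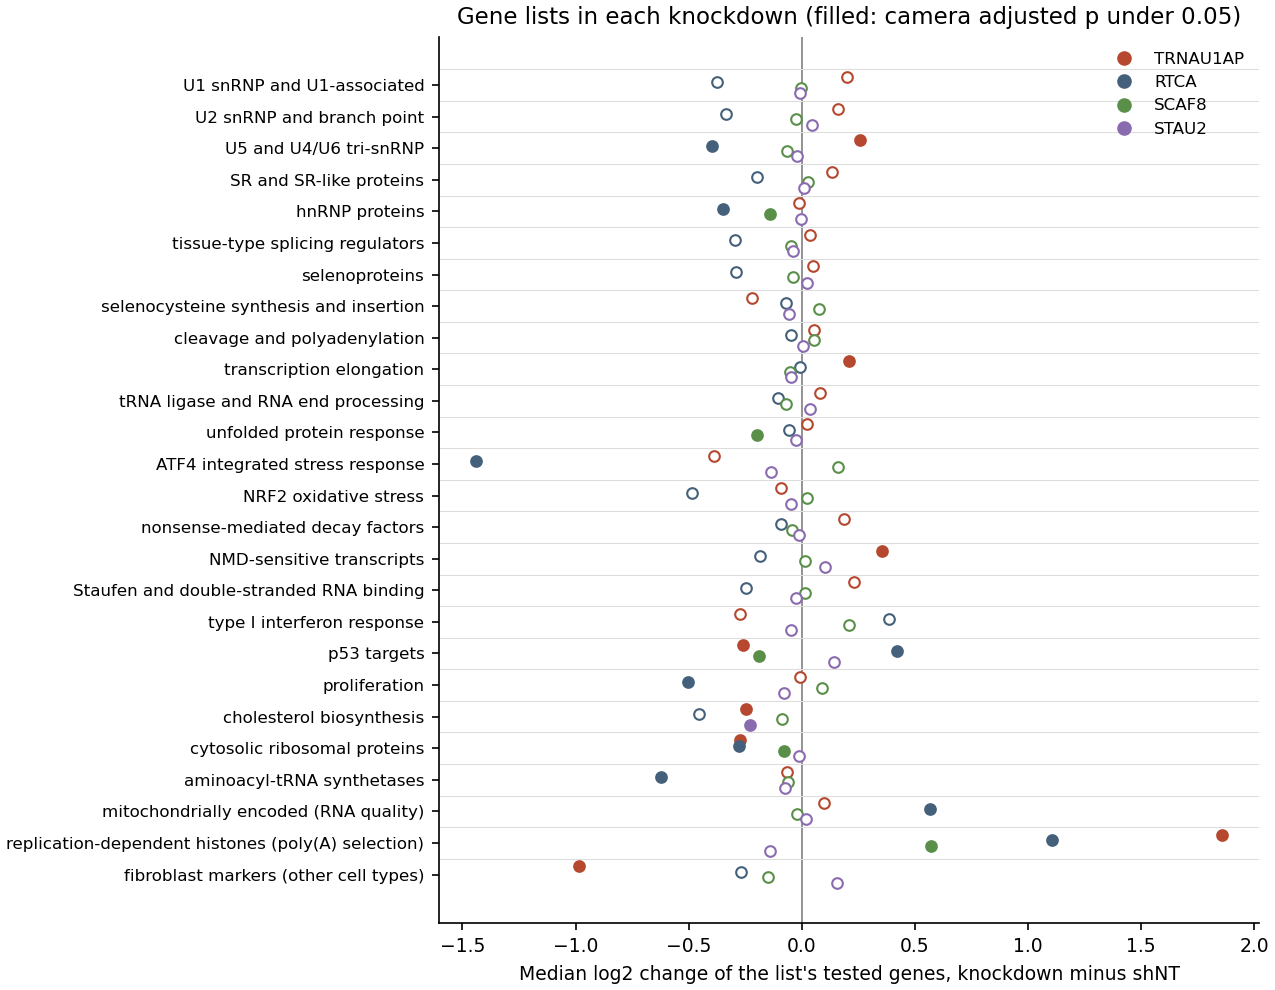
Median log2 change in TPM as deposited of the tested genes of each list (vertical axis) in the 4 knockdowns (colors), with filled points where the camera adjusted p was under 0.05 with the preset correlation. Histone genes rose in the TRNAU1AP (1.86), RTCA and SCAF8 (0.57) knockdowns and cholesterol genes fell in the STAU2 knockdown (−0.23), though none of these passed with an estimated correlation.

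Few exons changed after STAU2 knockdown. A 22 nt untranslated exon of the ribosomal protein gene RPS24 at chr10 78040204–78040225 rose from 34.2 ± 2.75% to 49.7 ± 2.14% inclusion, and the same exon fell to 22.2 ± 1.43% after TRNAU1AP knockdown. Exons of LETMD1 (chr12 51053778–51053860) and the glycerol kinase gene GK (chrX 30697732–30697749) rose from 19.9 ± 4.17% to 49.7 ± 3.99% (adjusted p = 0.0441) and from 29.5 ± 2.34% to 56.9 ± 7.11% (adjusted p = 0.0254). An exon of the adaptor gene AP1G2 (chr14 23566562–23566686) fell from 55.5 ± 7.07% to 29.3 ± 4.16% (adjusted p = 0.0056). The authors' deposited table gave 42 events, 19 higher and 23 lower. In the authors' deposited table the lower ones were 19 of 35 genes (54.3%) when 1 event per gene was counted (exact binomial p = 0.736). The test over the libraries found 13 events higher and 18 lower of 9167, but 5 and 3 without the shSTAU2 library at position 2 and 10 and 4 without the shNT library at position 3. Splicing factor genes with called events by the authors' deposited table were 1 of 118 against 34 of 8642 (Fisher's exact adjusted p = 0.378).

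Between knockdowns, the share of genes with lower inclusion by the authors' deposited tables was 41.5 percentage points higher for TRNAU1AP than for RTCA (Fisher's exact adjusted p = 1.21e-46), 46.8 points higher than for SCAF8 (3.73e-21) and 33.9 points higher than for STAU2 (4.1e-06). RTCA and SCAF8 differed by 5.36 points (adjusted p = 0.431), RTCA and STAU2 by −7.62 points (0.482) and SCAF8 and STAU2 by −12.98 points (0.348) by the authors' deposited tables. Events called in the same direction from the authors' deposited tables numbered 41 for TRNAU1AP and RTCA against 4.36 if the knockdowns were independent, 13 against 0.754 for TRNAU1AP and SCAF8, and 6 against 0.379 for TRNAU1AP and STAU2. By the authors' deposited tables there were 16 against 0.655 for RTCA and SCAF8, 5 against 0.263 for RTCA and STAU2 and 1 against 0.0474 for SCAF8 and STAU2. In the opposite direction there were 21, 2, 2, 2, 0 and 2 by the authors' deposited tables. By the test over the libraries more events were opposite than shared for STAU2. These were 6 against 4 with TRNAU1AP, 5 against 4 with RTCA and 3 against 1 with SCAF8. The 3 shNT libraries entered every comparison, so part of the excess may come from the shared controls. No number expected under independence was computed for opposite directions, so the counts cannot tell this from an excess in both directions. Among 8110 events tested in both by the test over the libraries, TRNAU1AP and RTCA shared 99 against 34.9 if independent, with 56 opposite. In 20 simulations with shared controls and no change 0 events were called, so they give no overlap to compare with. IFI6 fell after TRNAU1AP knockdown (36.3 TPM, −0.41) and rose after SCAF8 knockdown (77.5 TPM, 0.67). CCND1 fell from 16.8 to 3.16 TPM after TRNAU1AP knockdown and to 3.59 TPM after RTCA knockdown.

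Genes that overlap others, among them TRNAU1AP with SNHG12, PRPF39 with FKBP3 and HNRNPA2B1 with CBX3, are less certain because the strand setting of the counting is not stated, and reads of similar genes such as histones may be assigned to the wrong copy. Exons with more than 2000 junction reads had p-values that were too small on simulated data, for which reason none is printed for those of HNRNPA2B1, RPS24, PUF60, GPX4 and HNRNPR. Each target counts in 1 list of its own knockdown: TRNAU1AP in selenocysteine synthesis, RTCA in tRNA ligase and RNA end processing, SCAF8 in cleavage and polyadenylation and STAU2 among the Staufen genes.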

Values the study reported

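The study lowered each of 4 RNA-binding proteins in HEK293T cells and stated that, by TPM, every target was knocked down by at least 50%. For skipped exon events it required an inclusion difference greater than 5%, an FDR less than 5% and a read sum of at least 150. It stated that each knockdown gave at least 30 differential events, and that RTCA and TRNAU1AP knockdown gave more than 500. For expression it used genes with TPM > 10 in the control. It gave PRPF39 after TRNAU1AP knockdown as 117.34 ± 5.06 TPM against 46.06 ± 3.62 TPM in the control (mean ± s.d.).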

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

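The tests on shared controls were chosen only after the result was seen, and the tests of listed events, read depth, uridine and splice sites after the shares were known but before their own values were. The share of genes with lower inclusion stood out because it differed between groups, by Fisher's exact tests, for TRNAU1AP against RTCA (41.5 percentage points), SCAF8 (46.8 points) and STAU2 (33.9 points). The same shNT libraries entered all 4 comparisons, and the highest share in another knockdown was 54.3%, which argues against the controls as the source of 88.1% after TRNAU1AP knockdown. Called events listed in all 4 tables were lower in 89.4% of 743 cases (95% interval 86.9 to 91.5), which argues against events seen only in the TRNAU1AP table. Events with at least 1000 reads were lower in 92.7% of 286 cases (95% interval 89.0 to 95.4), which argues against sparse counts.

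Uridine content of the intron downstream of exons with lower inclusion after TRNAU1AP knockdown differed by −0.72 points (95% interval −1.67 to 0.26) from that of exons not called, which argues against this feature. Their 5' splice sites scored lower by −0.28 bits (95% interval −0.48 to −0.088, permutation adjusted p = 0.0245). Exons with higher inclusion had lower scores too, by −1.18 bits (95% interval −1.78 to −0.56) after TRNAU1AP knockdown. After RTCA knockdown they were lower by −0.70 bits (permutation adjusted p = 0.00032 for each). Lower scores after TRNAU1AP knockdown thus went with changes in both directions. The comparison cannot tell whether weak 5' splice sites added to the surplus of lower inclusion, because exons with lower inclusion also had lower scores. Whether weak sites helped to set which exons changed cannot be told apart from the loss of TRNAU1AP. Mutated splice sites in a reporter would separate these.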

How the results depend on the processing

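The exon test over libraries with limits on inclusion, which is the one reported, its form with the limits and 1 variance prior, the version without mitochondrial genes and the overlap by the exon test over libraries were tests chosen only after the result was seen. The exon test without limits is the one first designed, and it and the other alternatives were set before the data were examined. No paired analysis was made for splicing, because the junction tables carry no replicate numbers. In all of these the cause was not tested.

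Over 437 named genes, 6751 of 6978 alternatives kept the result, 206 weakened it, 12 strengthened it and 9 reversed its sign. Over 111 named exons 1318 of 1439 kept it, 114 weakened it and 7 strengthened it. Over 104 list tests 280 of 312 kept it, 23 weakened it, 4 strengthened it and 5 reversed it, with fry not counted among these alternatives.

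Expression. With a mean of 1 TPM or more over the 6 libraries 10415 genes changed after TRNAU1AP, 11893 after RTCA and 7394 after SCAF8 knockdown, and without a filter 11663, 13793 and 7929. Higher and lower genes with that mean were 5594 and 4821 after TRNAU1AP and 5023 and 6870 after RTCA knockdown. They were 4436 and 2958 after SCAF8 and 1738 and 1916 after STAU2 knockdown. With a replicate block 6623, 7268, 5259 and 2382 genes changed in the TRNAU1AP, RTCA, SCAF8 and STAU2 knockdowns. Leaving out 1 library gave 5902 to 7049, 6809 to 7985, 3775 to 5950 and 1991 to 4171 genes. Median-ratio rescaling gave 1427 higher and 1592 lower genes after STAU2 knockdown, and leaving out shNT replicate 1 gave 2980 and 2970 after SCAF8 knockdown. Signs reversed with quantile normalization for TWIST2 (0.0639) after TRNAU1AP knockdown and for HNRNPA2B1 (0.0127), U2AF2 (0.0541) and MT-ND2 (−0.18) after RTCA knockdown. Leaving out 1 library, SCAF8 after TRNAU1AP knockdown ranged from −0.0686 to 0.008, with its sign reversed without shTRNAU1AP replicate 1. Signs reversed without shNT replicate 1 for PRPF39 after SCAF8 knockdown (−0.0243 to 0.0826) and for TRNAU1AP (−0.0013 to 0.0858) and PRPF39 (−0.059 to 0.0479) after STAU2 knockdown. PRPF39 after STAU2 knockdown also reversed without shSTAU2 replicate 2 (−0.0051).

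Calls from the authors' deposited tables. At an FDR under 0.01 there were 441, 316, 52 and 19 events in the TRNAU1AP, RTCA, SCAF8 and STAU2 knockdowns. With 20 reads over the 6 libraries there were 907 after RTCA, 249 after SCAF8 and 176 after STAU2 knockdown. The exon test over libraries gave 842 after RTCA knockdown. The share lower after RTCA knockdown was 45.3% over every event (p = 0.0308, exact binomial) and 42.1% at an FDR under 0.01 (p = 0.0172, exact binomial). After SCAF8 knockdown it was 50.9% among events of the exon test over libraries, the reverse direction. RTCA minus SCAF8 reversed to −2.30 points at an FDR under 0.01 and to −3.43 with the exon test over libraries.

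Exon test over libraries. With 1 variance prior 231 events passed after SCAF8 and 69 after STAU2 knockdown, on the arcsine scale without weights 63 and 4, without weights 87 and 5, and with all libraries in 1 fit 47 after STAU2 knockdown. As first designed 1414, 1019, 199 and 38 passed. Leaving out 1 library gave 521 to 845, 520 to 748, 61 to 137 and 8 to 25 events. Counts moved by over 1.5 times without the shNT library at position 2 (644) or 3 (521) for TRNAU1AP, without the shRTCA library at position 1 (520), without the shSCAF8 libraries at positions 1 to 3 (61, 70, 81) or the shNT library at position 3 (77), and without the shSTAU2 library at position 2 (8) or 3 (19) or the shNT library at position 3 (14). Events shared in direction were 99 for TRNAU1AP and RTCA, 27 for TRNAU1AP and SCAF8 and 34 for RTCA and SCAF8, with 56, 10 and 12 in opposite directions. For STAU2 more were opposite than shared: 6 against 4 with TRNAU1AP, 5 against 4 with RTCA and 3 against 1 with SCAF8. After STAU2 knockdown the exon balance of 13 higher and 18 lower turned to 5 and 3 without the shSTAU2 library at position 2, to 10 and 4 without the shNT library at position 3, to 3 and 2 without weights and to 3 and 1 on the arcsine scale without weights. After SCAF8 knockdown the balance of 69 and 67 turned to 26 and 35, 30 and 40 or 39 and 42 without an shSCAF8 library, to 44 and 48 without the shNT library at position 2, to 31 and 32 on the arcsine scale without weights, to 52 and 54 with 20 reads and to 78 and 85 in 1 fit.

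Lists. An estimated correlation called 0 of 104. The fry test called 61, but it asks whether a list changed at all, not whether it changed more than other genes. Its count therefore cannot be set beside those of camera. A replicate block called 25, adding SR proteins after TRNAU1AP knockdown (adjusted p = 0.0412) and cholesterol genes after RTCA knockdown (adjusted p = 0.0415). Tests by camera of limma reversed in sign with a replicate block for hnRNPs after TRNAU1AP (adjusted p = 0.993), mitochondrial genes after SCAF8 (adjusted p = 0.871) and U1 after STAU2 knockdown (adjusted p = 0.979). After rescaling camera of limma reversed for the unfolded protein response after TRNAU1AP (adjusted p = 0.991) and U1 after STAU2 knockdown (adjusted p = 0.991). Among the genes with more junction reads than the median gene, the odds ratio of splicing factor genes was 1.58 after TRNAU1AP knockdown, which no longer passed (Fisher's exact adjusted p = 0.206), and 0.0 after STAU2 knockdown.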

Other observations

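The tests of the mitochondrial share, of shared controls, of histones in the STAU2 knockdown, of all splits of the libraries and of the overlap by the exon test over libraries were chosen only after the result was seen. The serine synthesis genes PSAT1 and PSPH fell after RTCA knockdown, PSPH from 74.97 to 28.1 TPM. After SCAF8 knockdown ASNS rose from 192 to 271 TPM and PCK2 from 47.5 to 82.3 TPM, whereas PCK2 fell to 13.8 TPM after TRNAU1AP knockdown. PHLDA3 fell after TRNAU1AP (6.54 TPM) and SCAF8 knockdown (9.94 TPM) and rose after RTCA knockdown (37.2 TPM). A LUC7L exon that rose to 76.4% after RTCA knockdown also rose after TRNAU1AP knockdown, to 38.8%. Exons with lower inclusion after STAU2 knockdown had less uridine downstream, by −6.94 points (95% interval −10.0 to −3.91, permutation adjusted p = 0.0245).

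More genes were lower than higher after RTCA knockdown, 64.1% of changed genes on the deposited scale. These genes were kept on the control mean alone. With a mean of 1 TPM or more over the 6 libraries, 5023 were higher and 6870 lower. The median change was then −0.0599 against −0.118, so the size of the surplus depended on which genes were kept. With mitochondrial genes left out and TPM rescaled 40.2% were lower, but this step multiplies all genes of a library by 1 factor and so would shift the balance whatever the source. A larger mitochondrial part of the TPM total cannot be told apart from lower nuclear transcripts, because TPM gives only shares of a fixed total. The lowest mitochondrial share of a shRTCA library was 30.8%, which argues against a single unusual library. Absolute RNA per cell, from spiked-in standards, would tell whether nuclear transcripts fell.

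Histone genes were higher after TRNAU1AP, RTCA and SCAF8 knockdown. After STAU2 knockdown, with the same shNT libraries, their median was −0.14 (−0.34 to −0.02), which argues against the controls as the source. Other RNAs without a poly(A) tail had medians of 0.96, 0.82 and 0.23 in the 3 knockdowns, the lowest being 0.23 (95% interval −0.09 to 0.76), against 1.86, 1.11 and 0.57 for histones. More RNA without a tail in these libraries may account for the histones and cannot be told apart from a change in histone expression, because few such RNAs were tested (10, 9 and 9 of 25). Libraries made by ribosomal depletion would separate the pair.

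All 10 splits of the 6 libraries into equal groups were tested for each knockdown, and 10 splits cannot give a share under 0.05. Every other split mixes knockdown and control libraries, so a real change widens the spread within its groups. Its calls are therefore not those expected without a change. The real split ranked 1 of 10 in every case. For genes it gave 6707, 7386, 4912 and 2980 changed genes in the TRNAU1AP, RTCA, SCAF8 and STAU2 knockdowns, and the highest other split gave 0 in each. For exons it gave 1045, 842, 136 and 31 events, and the highest other split gave 0, 0, 1 and 2.

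The exon test over libraries passed 464 of 544 tested events called from the authors' deposited table after RTCA knockdown, 78 of 107 after SCAF8 knockdown and 22 of 42 after STAU2 knockdown. Genes with no overlap between the 3 knockdown and 3 control libraries made up 74.2%, 79.4%, 60.5% and 46.5% of those tested in the TRNAU1AP, RTCA, SCAF8 and STAU2 knockdowns. Events shared in direction between knockdowns by the exon test over libraries numbered 99 for TRNAU1AP and RTCA against 34.9 if independent, with 56 in opposite directions.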
